A study of Mus musculus with 26 samples.

How the data were processed

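The study profiled mesenchyme of the fetal mouse reproductive tract, labelled with a red fluorescent reporter. In the mice, tamoxifen at 1 mg per dam on E12.5 and E13.5 switched on the reporter in cells that express Gli1, a target of hedgehog signalling; in a separate line, a Cre recombinase under Amhr2, the receptor of anti-Müllerian hormone, marked the cells. Labelled cells were sorted from mesonephroi of female (XX) and male (XY) embryos at E14.5 and E16.5 (days of embryonic development), and from the neonatal uterus at E19.5. The samples comprised 12 RNA-seq libraries of fetal Gli1+ cells in 4 groups of 3, 6 RNA-seq libraries of uterine Amhr2+ and Gli1+ cells in 2 groups of 3, and 8 ATAC-seq samples (sequencing of accessible chromatin) in 4 groups of 2. Groups and replicate numbers were taken from the sample titles.

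Both RNA-seq tables hold raw read counts per gene, as deposited by the authors, with one column per library. Per the labels' protocols, the fetal libraries were made with a non-stranded kit and the uterine libraries with a stranded kit. The aligner, counting program and annotation version are not stated, and neither is the use of strand in counting, so overlapping and antisense genes are uncertain in both tables. Among the genes named here, Xist, Smoc1, Atp8a2, Hhip, Wfdc1, Lrrc55, Adh1, Cpxm2, Aspn, Hmga2, Gap43, Gli1, Wnt5a, Inhba, Bmp4, Tcf21, Hoxa11 and Hspa1a overlap another gene of the tables. Hspa1a and Hspa1b, the globin genes, and Y-linked genes with X-linked copies can share reads with their relatives and are uncertain for that reason. Gene coordinates are those of mm10, per the file headers. The tables were never fitted together, because the kits differ. The ATAC-seq file deposited by the authors is one list of peak positions for all samples, with no sample, height or score column. The peak caller and its threshold are not stated. No comparison between ATAC-seq groups was therefore possible.

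Each table lists 41442 gene rows, of which 64 repeat a symbol and were given a suffix. No row without a gene was found. Library totals ranged from 23382983 to 64602477 counts in the fetal table and from 28709191 to 37541045 in the uterine table. A total of 3 counts, taken as the floor of detection, corresponded to 0.0464 to 0.128 CPM in fetal and 0.0799 to 0.104 CPM in uterine libraries. Floors and intervals cover counting error only, since reads without stated molecular identifiers were not taken as independent molecules.

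Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group factor, libraries were normalized by TMM, robust estimation was used, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The fetal contrasts came from one model of 4 group means over 12 libraries, in which 17858 genes were tested; 16195 genes were tested in the uterine libraries. The standard error of a log2 fold change was taken as its size divided by the root of the quasi-likelihood F. CPM values use the TMM-scaled library size. Gene sets were tested with fry, a two-sided rotation test of limma 3.58.1, on log2 CPM with a prior count of 2. Genes on X and Y were left out of the sets.

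The named genes followed a rule set before the data were examined. For each contrast the 3 genes with the largest log2 fold change in each direction were taken, among those with an adjusted p under 0.05, a mean of at least 10 CPM in the higher group and no overlap of CPM between the groups. For the interaction the 10 CPM applied to the highest of the 4 groups, and overlap was not considered. Sex-check genes were left out of the ranking in the sex contrasts. Genes of 3 lists written beforehand could also be named: a sex check, Gli1 and Amhr2, and 30 duct mesenchyme genes. Further lists (epithelium, gonad somatic cells, germ cells, endothelium, erythroid cells, immune cells, neural cells, smooth muscle, cell cycle and dissociation response) served only to test other sources of a difference. Which duct mesenchyme genes are given in full was decided after their values were seen; the list as a whole is summarised by counts. Some genes that the rule or the lists would name are not reported here.

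Peaks were compared with the start sites of GENCODE vM21 transcripts, which are on GRCm38, the assembly called mm10. No peak ended beyond a chromosome of that assembly. The share of peaks within 1 kb of a start site was 28.78%, against 9.583%, 9.852% and 8.361% when the peaks were moved by 100, -100 and 1000 kb. Of the tested fetal genes, 14577 had a symbol in the annotation.

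Replicate numbers were checked as pairs from the correlation of same-numbered libraries' deviations from their group means. At E16.5 the correlations between sexes were 0.28, 0.11 and 0.4, all above 0.1, the limit set for calling the numbers pairs. Female replicate 2 and male replicate 1 also had a correlation of 0.11, and the labels tie no number to a litter or batch, so the pairing rests on these correlations only. The counts of genes in the report come from the fit without a replicate block. No 2 replicates were alike within sampling noise, since the chi-square per degree of freedom between replicates of a group was 3.6 or more.

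The methods were tested on simulated counts drawn from the real means, library sizes and dispersions. Of 200 genes changed among 17858 simulated fetal genes, edgeR recovered 98.5%, with 16 false calls among 213. Of 200 changed among 16195 uterine genes it recovered 95%, with 16 false calls among 206. DESeq2 1.42.0 made 37 false calls among 236 and 43 among 237. In simulations without change, fry gave a p under 0.05 in 5.33% of 300 sets of 100 genes and in 4% of 300 sets of 2000 genes; 1 earlier unchanged set of 98 genes had given a fry p of 0.001808. The matched-list percentile for peaks was 99.52 for a planted list of 200 genes and ranged from 6.47 to 94.53 over 20 random lists.

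The alternatives listed beforehand covered DESeq2, RLE size factors, library size only, no filter, a filter of at least 1 CPM in at least 3 libraries, a fit of only the libraries compared, a replicate block, and leaving out each replicate. For the sets, the membership rule and camera were varied, and for the peaks the window and peak width. Thinning to equal depth, removal of trends in GC content and gene length, a dissociation covariate and a block within E16.5 were added after seeing the data. Of 17858 tested genes, 81.7% had a GC and length value.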

Results

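RNA-seq of sorted Gli1+ mesenchyme was available for 4 groups of 3 libraries, female and male at each of E14.5 and E16.5. Neonatal uterus gave 3 Amhr2+ and 3 Gli1+ RNA-seq libraries. The mesonephros carries the paired Wolffian and Müllerian ducts, which form the male and the female tract. The design asked how its mesenchyme differs by sex and age, and how Amhr2+ and Gli1+ cells of the uterus differ. Total counts at E14.5 were 29986323, 24670804 and 27273629 in females and 23382983, 41343220 and 54189569 in males. At E16.5 they were 41691222, 41056782 and 40597676 in females and 40384156, 38433747 and 64602477 in males. The uterine totals were 37541045, 35954193 and 28709191 in Amhr2+ and 34419640, 32833479 and 34775951 in Gli1+ libraries. All coordinates are on mm10. The 10 most abundant genes took 6.38% to 10.1% of counts. The first principal component of the fetal libraries held 39% of the variance and separated the ages; the second held 27% and separated the sexes.

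**Figure D1:**
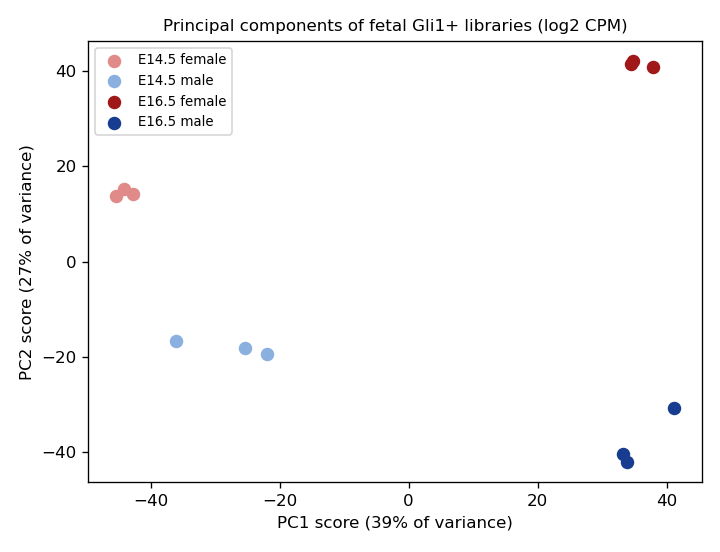
Principal component scores of the 12 fetal libraries from log2 CPM, one point per library and one colour per group. PC1 (39% of variance) parts E14.5 from E16.5, and PC2 (27%) parts females from males, with a wider gap at E16.5.

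The sex labels were checked first. Xist, on X at 103460506 to 103483217, stood at 3950 ± 293 CPM (SD, n = 3) in E14.5 females and 5.94 ± 8.91 CPM in E14.5 males. At E16.5 it stood at 3360 ± 177 CPM in females and 0.461 ± 0.0928 CPM in males. The Y-linked gene Ddx3y, at 1260771 to 1286629, measured 0.724 ± 1.25 CPM in E14.5 females and 129 ± 2.94 CPM in E14.5 males. At E16.5 it measured 0.189 ± 0.0602 CPM in females and 126 ± 19.3 CPM in males. Eif2s3y, Kdm5d and Uty followed the same pattern, and Tsix was not tested. All 5 tested genes passed edgeR's adjusted threshold of 0.05 at both ages, over all genes and adjusted over the list alone. E14.5 female replicate 3 held Ddx3y at 2.17 CPM, and E14.5 male replicate 3 held Xist at 16.2 CPM. No label was contradicted.

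**Figure D2:**
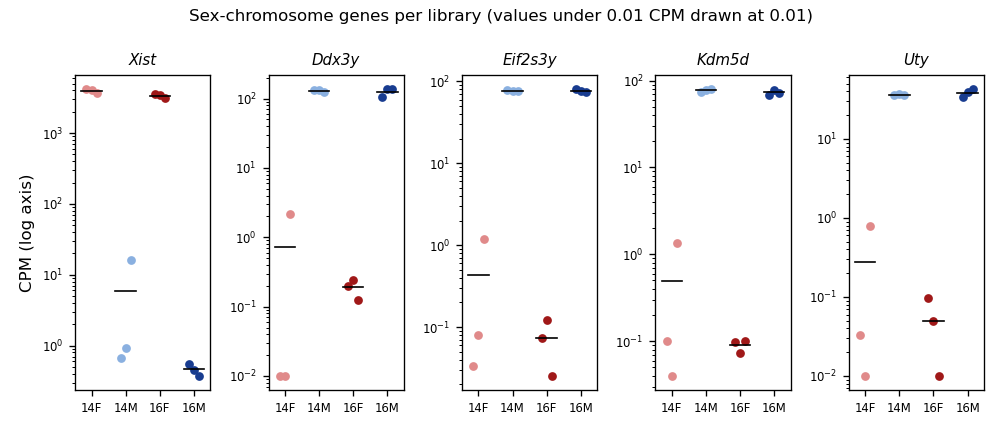
CPM per library (log axis) of 5 sex-chromosome genes in the 4 fetal groups, with bars at the group mean of 3 libraries. E14.5 female replicate 3 lies above the other females for each Y-linked gene, at 2.17 CPM for Ddx3y, far under the male mean of 129 CPM.

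At E14.5, 1121 of 17858 genes (6.28%) differed between females and males by edgeR's quasi-likelihood test at an adjusted p under 0.05, 462 higher in females and 659 higher in males. Of these, 266 changed at least 2-fold. The X chromosome held 42 of the genes and the Y chromosome 5. The count depended on single libraries. It was 578, 660 and 653 without E14.5 female replicates 1, 2 and 3, 686 and 553 without E14.5 male replicates 2 and 3, and 1678 without E14.5 male replicate 1. The largest female-higher changes were in Etv4, Amhr2 and Ramp3. Etv4 (chromosome 11, 101769742 to 101785371) measured 14.8 ± 0.675 CPM in females and 3.66 ± 0.969 in males, a log2 fold change of 2.02 (SE 0.173, adjusted p 4.25e-06). Amhr2 (chromosome 15, 102445367 to 102454633) measured 30.6 ± 1.84 against 8.47 ± 1.45 CPM, a log2 fold change of 1.87 (SE 0.196, adjusted p 6.82e-05). Ramp3 (chromosome 11, 6658521 to 6677475) had a log2 fold change of 1.30. Among male-higher genes Chodl (chromosome 16, 78930948 to 78951733) changed most, from 83.7 ± 6.28 CPM in males to 11.4 ± 3.16 in females. Smoc1, which overlaps a microRNA gene, and Slc22a3 followed, with log2 fold changes of -2.37 and -2.06.

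At E16.5, 4883 genes (27.3%) differed between the sexes, 2361 higher in females and 2522 higher in males, and 1254 of them changed at least 2-fold. The count moved most without E16.5 female replicate 2, to 3618; the fit of only the 6 libraries compared gave 3735. Outside the sex chromosomes the count was 4701. Of the genes called at both ages, 713 of 799 changed in the same direction. Across the 17858 genes, which are not independent replicates, the log2 fold changes at the 2 ages correlated with Pearson's r of 0.445. This fell to 0.394 without X and Y genes, and Spearman's rho was 0.293.

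**Figure D3:**
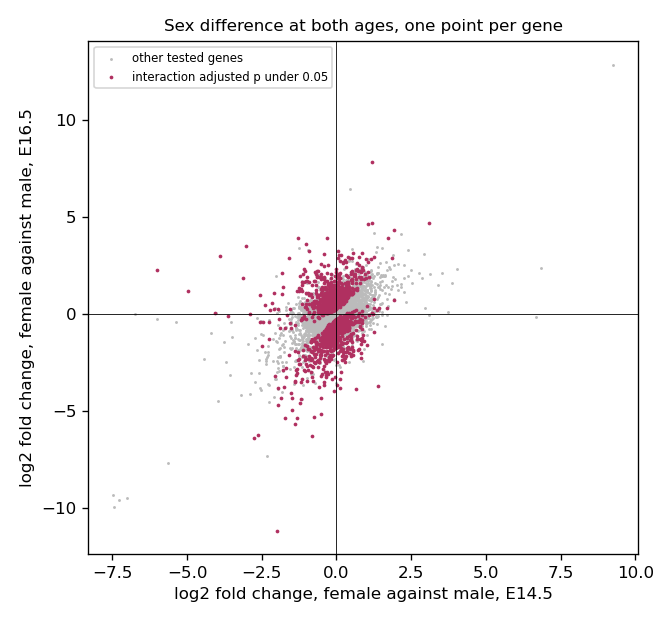
Log2 fold change of female against male at E14.5 (x axis) and at E16.5 (y axis), one point per tested gene. The 1790 genes with an interaction adjusted p under 0.05 are coloured, and Pearson's r over all genes was 0.445.

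Large female-higher changes at E16.5 included those of Sall1 and Rspo2. Sall1 (chromosome 8, 89027235 to 89044162) measured 14.2 ± 3 CPM in females and 0.557 ± 0.276 in males, a log2 fold change of 4.62 (SE 0.287, adjusted p 4.29e-08). Rspo2 had a log2 fold change of 3.58. The male-higher genes with the largest changes were Atp8a2, Hhip and Wfdc1. Atp8a2 (chromosome 14, 59638540 to 60197179) had a log2 fold change of -5.71 and overlaps 2 other genes of the table. Wfdc1 (chromosome 8, 119666365 to 119688222) measured 2.06 ± 0.165 CPM in females and 53.1 ± 9.67 in males.

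Of the 32 genes on the lineage and duct mesenchyme lists, 31 were tested. At E16.5, 20 differed between the sexes over all genes and 20 adjusted over the list alone; at E14.5 these numbers were 11 and 14. Gli1 (chromosome 10, 127329882 to 127341974, overlapping 2 other genes) measured 50.7 ± 2.88 CPM in E16.5 females and 208 ± 13.3 in E16.5 males, a log2 fold change of -2.04 (SE 0.0712, adjusted p 3.53e-11). At E14.5 its log2 fold change was -0.31 (adjusted p 0.0125), which passed 0.05 in the fit of all libraries but not without E14.5 female replicate 1 (0.0558), 2 (0.0552) or 3 (0.0538), nor without E14.5 male replicate 2 (0.0689). Hhip (chromosome 8, 79965853 to 80058006) fell to 2.17 ± 0.455 CPM in E16.5 females against 86.3 ± 18.7 in males. Ptch1 (chromosome 13, 63508328 to 63565735) measured 76.6 ± 10.7 against 671 ± 219 CPM. Amhr2 was higher in E16.5 females, 13.3 ± 3.83 against 1.82 ± 0.503 CPM. Pgr, the progesterone receptor gene, measured 99.4 ± 0.51 against 24.5 ± 3.97 CPM at E16.5 and did not differ detectably at E14.5 (14.3 ± 0.685 against 13.8 ± 3.77); the interaction was 2 on the log2 scale (edgeR adjusted p 9.06e-05). Esr1, the oestrogen receptor gene, measured 196 ± 3.42 against 81.9 ± 1.43 CPM. Inhba and Bmp4 were lower in E16.5 females, with log2 fold changes of -1.77 and -2.47. Wnt5a and Tcf21 were also lower, with -0.68 and -1.18, and Wnt4 and Wt1 were higher, with 0.89 and 0.75.

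**Figure D4:**
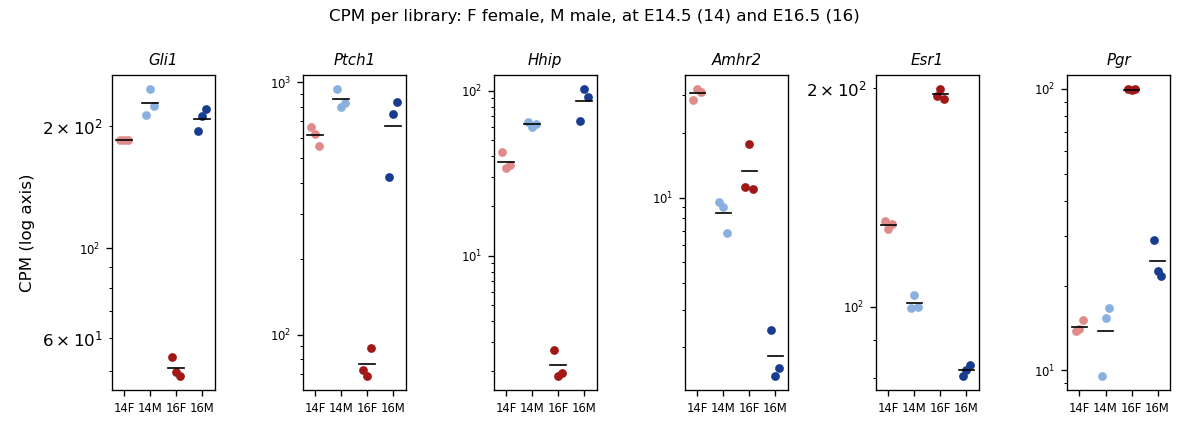
CPM per library (log axis, a separate range for each gene) of 6 listed genes in females (F) and males (M) at E14.5 and E16.5, with bars at the mean of 3 libraries. Gli1, Ptch1 and Hhip lie lowest in E16.5 females, with means of 50.7, 76.6 and 2.17 CPM, and Pgr lies highest there at 99.4 CPM.

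The interaction tested whether the sex difference itself changed between the ages. It was past the threshold in 1790 genes, 833 with a female-ward and 957 with a male-ward change, and 2687 genes passed without E16.5 male replicate 1. Over the 31 listed genes tested, 19 had an interaction over all genes and 24 adjusted over the list alone. Large positive changes included those of Rspo2 and Slc26a7, with log2 values of 4.59 and 4.46 and edgeR adjusted p of 7.02e-06 and 1.91e-05. The largest negative ones were in Hhip, Atp8a2 and Lrrc55, with -4.56, -4.32 and -3.41 and adjusted p of 1.05e-07, 0.000383 and 4.07e-07.

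With age, 7068 genes (39.6%) changed in females, 3746 up and 3322 down, and the count was 5249 without E14.5 female replicate 1. In males 4168 (23.3%) changed, 2340 up and 1828 down, against 2794 in the fit of only the 6 libraries compared. With library size as the only scaling, the female split became 3130 up and 3924 down and the male split 1847 up and 2641 down. The majority direction thus turned in both sexes. It stayed with RLE size factors (3702 up and 3364 down in females, 2438 and 1743 in males). DESeq2 kept it too (3712 and 3396 in females, 2528 and 1819 in males). Of the genes called in both sexes, 2622 of 2811 changed the same way, and the fold changes correlated across genes with r of 0.582. In females, Adh1 and Npy1r were among the genes that rose most; Adh1 (chromosome 3, 138277494 to 138290698) went from 1.45 ± 0.237 to 60.6 ± 4.07 CPM. The largest falls under the naming rule were in Hbb-y, Hba-x and Hhip, but the size of the Hbb-y change depended on E14.5 replicate 3, at 782 CPM against 8.89 and 2.67 CPM in the other two libraries. Without that library Hbb-y was still called and Hba-x was not (edgeR adjusted p 0.107). Both calls were lost without E16.5 female replicates 1, 2 or 3, with adjusted p of 0.0622, 0.0609 and 0.0557 for Hbb-y and 0.0944, 0.109 and 0.0868 for Hba-x. The Hbb-y call was also lost in the fit of only the 6 libraries compared (adjusted p 0.0892). Hhip fell from 37.2 ± 4.61 to 2.17 ± 0.455 CPM. In males, Chrdl1, Cpxm2 and Aspn rose most and Hmga2, Gap43 and Mgam fell most. Aspn (chromosome 13, 49544443 to 49567565, overlapping another gene) rose from 7.18 ± 2.32 to 107 ± 10.3 CPM. Hmga2 (chromosome 10, 120361275 to 120476469) fell from 372 ± 37 to 51.8 ± 14.2 CPM. Gli1 did not change detectably with age in males (log2 fold change -0.13, adjusted p 0.195), though library size as the only scaling gave an adjusted p of 0.0466. It fell by 1.86 on the log2 scale in females, and the interaction was -1.73 (adjusted p 3.91e-08). Of the 31 listed genes tested, 22 changed with age in females over all genes and 22 adjusted over the list alone, and 19 and 19 in males.

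In the neonatal uterus, 3866 of 16195 genes (23.9%) differed between Amhr2+ and Gli1+ cells, 1642 higher and 2224 lower in Amhr2+ cells. Library size as the only scaling gave 2849 higher and 1640 lower. RLE size factors gave 1668 higher and 2170 lower, and DESeq2 gave 1927 and 2367. Among the scalings compared, only library size alone turned the balance of directions. The count was 1949 without Amhr2+ replicate 1 and 2521 without Gli1+ replicate 1. Amhr2 measured 11.1 ± 4.31 CPM in Amhr2+ and 4.1 ± 0.997 in Gli1+ cells (log2 fold change 1.43, adjusted p 0.0124). Gli1 measured 10.5 ± 2.63 and 17.9 ± 2.85 CPM (log2 fold change -0.76, adjusted p 0.0261). Both calls were lost when single libraries were left out: without Gli1+ replicate 1 the adjusted p was 0.0517 for Amhr2 and 0.0514 for Gli1. The Gli1 call was also lost without Amhr2+ replicate 1 (0.0516) and without Gli1+ replicate 2 (0.0698). Shisa3, Asb4 and Nov were the genes lowest in Amhr2+ cells. Asb4 (chromosome 6, 5383386 to 5433022) measured 0.842 ± 0.0809 against 38.5 ± 0.743 CPM, a log2 fold change of -5.51 (SE 0.11, adjusted p 1.16e-07). Hs3st3b1, a transcript with a clone-based name (chromosome 7, 36721846 to 36725853, overlapping Tshz3) and Cnr1 were highest in Amhr2+ cells, with log2 fold changes of 2.40, 2.30 and 2.23. The Cnr1 call was lost without Amhr2+ replicate 1 (adjusted p 0.051), Gli1+ replicate 1 (0.0551) or Gli1+ replicate 2 (0.0739). It was also lost without the low-count filter (0.0783). Of 30 listed genes tested, 16 differed over all genes and 20 adjusted over the list alone. Wnt5a and Wt1 had log2 fold changes of 0.64 and 0.87. Those of Sfrp1, Inhba and Tcf21 were -1.01, -0.95 and -0.62.

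Genes that differed by sex at E16.5 were then followed in the uterine libraries, which share no sample with the fetal ones. The 2186 tested female-higher genes had a mean log2 fold change of -0.18 between Amhr2+ and Gli1+ cells (fry with edgeR-scaled log2 CPM, adjusted p 0.00801 over 2 sets), and 58.8% of them lay below 0. The mean over all tested genes was -0.04. With library size as the only scaling, 49.5% of the set lay below 0. The set mean was then -0.10 (adjusted p 0.249) and the mean over all tested genes 0.04. Both means rose alike, so the shift against 0 depended on the scaling and the distance of the set from all genes did not. The 2218 male-higher genes had a mean of -0.09 (adjusted p 0.0735) and did not pass the threshold, though they did without Gli1+ replicate 2 (mean -0.09, adjusted p 0.00888). In the fit of all 6 uterine libraries their median was 0.03 and 47.2% of them lay below 0, so most members went against the sign of the mean. Under camera, whose preset correlation is 0.01, the adjusted p was 0.0156 for the first set, which fry also called, and 0.752 for the second.

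The unified ATAC-seq list held 71040 peaks with a median width of 233 bp and a range of 50 to 3942 bp. Within 1 kb of a transcription start site lay 20448 peaks, 28.78% (95% Wilson interval 28.45 to 29.12). Of 4446 sex-differing genes at E16.5 with an annotated symbol, 92.08% (95% Wilson interval 91.25 to 92.84) had such a peak, against 89.13% of all 14577 tested genes. Among 10000 random lists matched on expression in 20 bins, whose mean share was 91.23%, this share lay at percentile 99.77. With no window beyond the start site it lay at percentile 2.78, and with only peaks at least as wide as the median at percentile 0, so no enrichment was established.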

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

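The test of dilution by other cells was chosen only after its result was seen; the others in this part were not. The depth, GC content and handling corrections were themselves added after seeing the data. What drew attention was a difference between the ages in the sex contrast, by a direct test of that difference: 1790 genes had a sex by age interaction.

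The counts argue against depth, base composition or handling as the whole cause of how many genes were called. They do not speak for single genes. With all fetal libraries thinned to 23382983 counts, 1502 genes had an interaction and 4102 differed by sex at E16.5. With each library's trend on GC content and gene length removed, these counts were 1974 and 4808. With the mean of the dissociation list as a covariate they were 2399 and 5500. With a replicate block within E16.5 as well, the interaction counts were 1981 with thinning, 2605 with the GC and length correction and 1775 with the covariate. For the sex difference at E16.5 they were 4769, 5683 and 4645. Not all of these were the original genes. Of the 1790 interaction genes, 1409, 1624 and 1469 were called again under the corrections in the same order. With the block as well, 1549, 1700 and 1265 were. Of the 4883 genes differing by sex at E16.5, 3858, 4192 and 4188 were called again, and 4094, 4418 and 3821 with the block. Named genes were not examined singly under these corrections. Of 100 splits drawn from the 200 splits of the libraries into sexes at each age, 4 gave at least as many interaction calls, the real one included. The other 3 all kept the real sexes at E16.5, and one of them only swapped the sexes at E14.5 and gave 4216 calls. The splits did not hold the sex difference at E16.5 fixed, so they cannot test the interaction and nothing is concluded from them.

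For pairwise contrasts of 3 against 3 libraries, 10 splits are possible so no share can fall below 0.1. In each of the 5 contrasts, 1 of 10 splits, the real one, gave as many calls. The other splits gave 0 calls at E14.5 between sexes, in both age contrasts and in the uterus, and at most 75 between sexes at E16.5. At an unadjusted p under 0.05 these other splits gave 164 to 1742 genes between sexes at E14.5, 229 to 3109 at E16.5, 208 to 641 and 592 to 1563 between ages in females and males, and 71 to 722 in the uterus. Among the 4 splits that part all same-numbered pairs at E16.5, the other 3 gave 0 calls. With 10 splits, such a grouping by chance cannot be told apart from a difference between the groups at a share of 0.05.

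Among named genes, the interaction was 4.59 for Rspo2 and 4.46 for Slc26a7 on the log2 scale, and -4.56 for Hhip, -4.32 for Atp8a2 and -3.41 for Lrrc55. Atp8a2 reached 32.6 ± 7.49 CPM only in E16.5 males of the 4 fetal groups. Among listed genes it was -1.73 for Gli1, -2.66 for Ptch1, 2 for Pgr, 0.91 for Esr1, -0.74 for Wnt5a, -1.71 for Inhba and -1.73 for Bmp4. Amhr2 had 1.01 (adjusted p 0.0448) but lost the call with library size only (0.0544) and without the low-count filter (0.124). It also lost it without E14.5 female replicates 1, 2 and 3 (0.101, 0.0736 and 0.0792), E14.5 male replicates 1 and 2 (0.0818 and 0.112), E16.5 female replicate 2 (0.073) and E16.5 male replicates 2 and 3 (0.12 and 0.146). Myh11, chosen after its values were seen, had -2.49.

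Gli1, Ptch1 and Hhip were lower in E16.5 females. Other cells diluting the female sort would lower every gene specific to this mesenchyme about as much as Gli1. Of 27 other listed duct mesenchyme genes compared, 2 were as low in females relative to males as Gli1. The most abundant markers of 5 other cell types had means of at most 37.1 CPM in E16.5 females. Against E16.5 males these were 37.1 and 27.8 CPM for Emcn (endothelium), 34.5 and 30.8 for Cd68 (immune) and 20.6 and 17.5 for Stmn2 (neural). They were 20.1 and 8.68 for Hbb-bs (erythroid) and 9.84 and 13.9 for Krt19 (epithelium). Foxl2, the most abundant gene of the gonad somatic list, had 34.3 and 52.3, and Acta2 (smooth muscle) 275 and 1810. The medians of the gonad somatic list were 0.734 and 1.01 CPM. Foxl2 reached 99.4 CPM in uterine Amhr2+ cells, so its level alone does not show gonad cells. Emcn, Cd68, Stmn2 and Hbb-bs had the higher mean in females, so a small added share of such cells is not excluded. The top marker did not stand for its list in 2 cases. Of the 8 immune genes, 5 were called, all higher in females, and the list medians were 2.55 and 0.763 CPM. Endothelium was mixed, with 2 genes called higher and 2 lower in females. Cdh5 measured 2.45 CPM in females and 7.08 in males. Weaker hedgehog signalling in female mesenchyme may explain the fall of the 3 genes, which are known targets of that pathway; signalling itself was not measured. A change in the mix of mesenchymal cells that carry the label remains open, as does the sex difference of the animals.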

How the results depend on the processing

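No test in this part was chosen after its result was seen; the alternatives were listed beforehand except where stated. All counts of genes stayed within 1.5 times of the original under DESeq2, other scaling, other filters, the replicate block and the fits of only the libraries compared. The exceptions came from leaving out libraries. Between sexes at E14.5 the count ran from 553 (without E14.5 male replicate 3) to 1678 (without E14.5 male replicate 1) over 6 fits; with E14.5 female replicates 1, 2 and 3 left out it was 578, 660 and 653, and with E14.5 male replicate 2 left out 686. The interaction count ran from 1335 to 2687 over 12 fits, the latter without E16.5 male replicate 1. The uterine count ran from 1949 (without Amhr2+ replicate 1) to 3521, with 2521 without Gli1+ replicate 1. The other counts ran from 3618 to 5745 for sex at E16.5, from 5249 to 6460 for age in females and from 3364 to 3924 for age in males. Each of these fits left a group of 2 libraries, which may lower a count, but the counts also varied with the library left out. The cause was not tested for the lower or the higher counts.

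With the replicate block the counts were 1108, 4876, 1816, 7044, 4172 and 4725 for the contrasts in the order of the report. The replicate block changed the calls of Hspa1a and Hspa1b at E16.5, where numbers pair (adjusted p 0.0869 and 0.0982), and no other named call between sexes at that age. Elsewhere it changed 3 named calls: those of Amhr2 in the uterus (adjusted p 0.0518) and Hhip between ages in males (0.0598) were lost, and the interaction of Acta2 was gained (0.0154). The numbers showed no pairing at E14.5 (correlations 0.05 to 0.073), across ages (-0.081 to 0.04) or in the uterus (0.0018 to 0.24). A block restricted to E16.5, added after seeing the data, gave 5681 genes for sex at E16.5 and 2405 for the interaction.

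Library size as the only scaling kept the counts but moved the balance of directions. The share of higher calls went from 42.5% to 63.5% in the uterus, where the median of all genes moved to 0.08, from 53% to 44.4% for age in females and from 56.1% to 41.2% for age in males. RLE size factors and DESeq2 did not turn the balance. They gave 43.5% and 44.9% in the uterus, 52.4% and 52.2% for age in females, and 58.3% and 58.2% for age in males.

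The shift of female-higher genes in the uterus had an adjusted p from 0.00532 to 0.0156 under the other set rules, DESeq2 and camera, and 0.0137 with the replicate block. Its mean ranged from -0.212 to -0.161 when a uterine library was left out. With library size only it weakened against 0 (mean -0.102, adjusted p 0.249), but this scaling moves all genes alike, and their mean went from -0.0416 to 0.0398, so it does not test the distance of the set from other genes. The male-higher set became past the threshold when limited to at least 2-fold genes (mean -0.343, 62.3% below 0, fry adjusted p 0.00532). Under that rule the female-higher set had a mean of -0.308, with 54.9% below 0 and the same adjusted p. At this rule the shift was therefore not particular to female-higher genes. The direction of the male-higher set turned under camera (mean -0.0852). It also turned with library size only (mean -0.00303, adjusted p 0.00455), but with the same offset of all genes, so that turn is not counted. Its mean ranged from -0.0923 to -0.0836 over the left-out libraries, past the threshold without Gli1+ replicate 2 (0.00888). No direction is claimed for the set, since it did not pass in the original fit (adjusted p 0.0735) and turned under camera. The cause was not tested.

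The correlation of sex differences was 0.394 without X and Y genes, 0.293 by Spearman and 0.537 with the 1 CPM filter, and 0.393 to 0.437 when a library was left out. That of age differences was 0.565 by Spearman, 0.633 with the filter and 0.525 to 0.576 when a library was left out.

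Peaks at start sites made up 19.47% with no window, 44.03% within 5 kb and 41.44% among wide peaks. For sex-differing genes the share with a peak was 83.27%, 95.66% and 83.45%, with percentiles 2.78, 91.96 and 0 against 99.77, so the percentile depended on the definition of a peak at a start site.

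Of 92 named gene results, 11 lost and 5 gained the threshold under some alternative, in 56 and 11 of 1245 fits. The direction turned for 2 that were never past the threshold: Pgr at E14.5 (-0.0138 without E14.5 female replicate 3, -0.162 without E14.5 male replicate 1, range to 0.177) and uterine Hoxa11 (0.0537 with library size only, 0.0785 without Amhr2+ replicate 3 and 0.000597 without Gli1+ replicate 2, range from -0.11). The cause was not tested.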

Other observations

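The tests of Y-linked genes, globins, Cre loci and germ cells were chosen only after the results were seen, as were the repeats with library size only and without E14.5 female replicate 3.

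The lower level of E16.5 female-higher genes in Amhr2+ uterine cells was unlike that of random genes: 0 of 10000 lists matched on expression had as low a mean log2 fold change as -0.184. It was not particular to sex-differing genes. The 824 tested genes that rose with age in both sexes and did not differ by sex at E16.5 had a mean of -0.401 in Amhr2+ against Gli1+ cells, 79.4% of them below 0, with a fry p of 0.00636; with library size as the only scaling the mean was -0.319 and the p 0.0285. A candidate explanation is that Gli1+ cells of the uterus were further along the changes that both sexes share with age. The set was itself drawn from fetal Gli1+ cells, so it cannot tell maturity from another difference between the populations. Genes that fell with age were not tested. Of the 10 splits of the uterine libraries, 1 gave as small a fry p for the E16.5 female-higher genes, and 1 for the male-higher genes, the real one each time, a share that 10 splits cannot bring under 0.05. The genes that rose with age were not tested over splits. Population and sorting were not separable, since each population came from its own mouse line.

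Uterine differences could also arise from strain segments around the Cre insertions. Within 5 Mb of Amhr2 or Gli1, 42 of 229 tested genes were called (18.3%), against 24% elsewhere. A one-sided Fisher's exact test gave p = 0.982, so calls were not in excess in these windows. Amhr2 and Gli1 themselves were left out of the test. It cannot exclude effects on a few genes or strain differences elsewhere in the genome.

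E14.5 female replicate 3 held the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty at 1.56% to 2.19% of the male mean, 1.79% on average, which is consistent with a small share of male cells or RNA. The same library held Hbb-y at 782 CPM. Carry-over from another fetal library is excluded for Hbb-y, since the highest of the other 11 libraries had 8.89 CPM of it. Of 8 erythroid genes 6 were highest in that library, so red blood cells or their RNA are a candidate source. No biological explanation was tested for 1 library. The erythroid list had 0 genes called between sexes at E14.5 over all genes and 7 adjusted over the list alone, and without that library 0 were called either way, with 0 at an unadjusted p under 0.05.

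Ddx4, a germ cell marker chosen after its values were seen, measured 5.87 ± 0.684 CPM in uterine Gli1+ and 0.608 ± 0.262 CPM in Amhr2+ cells (edgeR adjusted p 0.000157). Germ cells as the source are unlikely, since 0 of 5 other germ cell markers exceeded 1 CPM in Gli1+ cells. The gene overlaps no other gene of the table, and what produces the reads was not tested.

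The other lists were fixed beforehand; each pair of numbers gives genes called over all genes and adjusted over the list alone. Between sexes at E16.5, smooth muscle had 7 and 7 of 8, all lower in females, with Acta2 (chosen after its values were seen) at 275 ± 54.9 CPM in females and 1810 ± 512 in males. Cell cycle genes had 13 and 14 of 14, the 13 lower in females. Immune genes had 5 and 7 of 8, the 5 higher in females, where Cd68 was the most abundant at 34.5 CPM and the list median 2.55 CPM. Endothelium had 4 and 5 of 7, the 4 being 2 higher and 2 lower in females. Epithelium had 1 and 1 of 10, gonad somatic cells 2 and 2 of 6, and germ cells 2 and 2 of 2. Neural genes had 0 and 0 of 5 and erythroid genes 0 and 0 of 7, with 0 at an unadjusted p under 0.05 in both. The dissociation list had 2 and 2 of 12, Hspa1a and Hspa1b, chosen after their values were seen. Hspa1a stood at 141, 293 and 19.2 CPM in E16.5 females, and its call was lost without any of the E16.5 libraries except female replicate 3, with edgeR adjusted p from 0.0603 (without male replicate 3) to 0.106 (without female replicate 2).

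In the uterus the same pairs were 4 and 4 of 9 for epithelium, 1 and 1 of 5 for gonad somatic cells, 1 and 1 of 1 for germ cells and 3 and 4 of 7 for endothelium. They were 3 and 3 of 3 for erythroid genes, 2 and 2 of 8 for smooth muscle and 6 and 6 of 14 for cell cycle. Immune, neural and dissociation genes had 0 and 0 of 8, 3 and 12, with 1, 1 and 0 at an unadjusted p under 0.05. Egr1, chosen after its values were seen, ranged from 1720 to 8010 CPM among E16.5 males and from 476 to 5660 CPM among uterine Gli1+ libraries.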
